A study of Homo sapiens with 30 samples. Its data were reported in "SAP30 promotes breast tumor progression by bridging the transcriptional corepressor SIN3 complex and MLL1" (2023).

How the data were processed

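ChIP-seq libraries of MDA-MB-231 cells were grouped by the target of the antibody and the cell line given in the labels. There were 9 groups of 2 libraries with a peak list: SAP30, SIN3A and SIN3B in parental cells, and Pol II, H3K4me3 and H3K9Ac in parental and SAP30-KO1 cells. A further 8 input and 4 total histone H3 samples were not analysed here. Per the study's methods, chromatin was cross-linked with formaldehyde and sonicated before immunoprecipitation, and the knockout line was made by CRISPR/Cas9 as a mixture of several single-cell clones.

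The deposited files are lists of peak summits that the authors called with MACS2 in each library by itself, not on pooled replicates. Every interval is 1 bp wide, so peak starts, ends and widths were not used here. The authors' score of each summit is the −log10 of its q-value, and the lowest deposited value was 1.30, a q-value of 0.0499, so peaks below that significance are absent from the lists. The labels name input samples for SAP30 and SIN3A together, for SIN3B, and for Pol II in each line, but not which control each peak list was called against. For the computational steps of the ChIP-seq the study's methods refer to earlier publications, which were not used here, so the aligner, filters and MACS2 options are unknown here, as is the sequencing depth. The number of peaks and the score both depend on depth and on how strongly a library was enriched. A score was therefore used only to rank or filter peaks within its own list, apart from 1 alternative that applied a common stricter score to 4 lists. The genome build was taken from the coordinates. Every summit lay inside the chromosomes of GRCh37, and positions on chromosome 1 reached 249201242 of its 249250621 bp.

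Overlaps had been planned on peak intervals. Since the files hold summits, each summit was extended by 500 bp at each side, and extended summits that shared at least 1 bp were merged, so that summits within 1000 bp of each other formed 1 region. A consensus region of a group had a summit of both replicates. Other extensions of 100, 250 and 1000 bp were added as alternatives for this reason. Summits on the autosomes and chromosome X were used for regions, and the few on the mitochondrial genome and chromosome Y were counted separately. Transcription start sites were those of basic transcripts of protein-coding and long noncoding RNA genes in GENCODE release 44 lifted to GRCh37. A region was at a promoter when the span from its leftmost to its rightmost summit touched the window of 1000 bp around a start site. Other regions were assigned by the midpoint of that span, in the order 5' UTR, 3' UTR, exon, intron and intergenic.

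Overlaps between proteins were set against 100 placements of the SAP30 regions shuffled within their chromosomes with a fixed seed, and against parental H3K4me3 regions with an odds ratio and its exact conditional 95% confidence interval. Intervals cover counting error only. For the knockout, the number of peaks was compared by a two-sided exact permutation test of 2 libraries against 2, whose smallest p is 0.33. Regions lost and gained were set beside the 4 crossed splits of the same libraries. Loss at SAP30-bound and unbound regions was compared by an odds ratio, and peaks of 1 parental library missing from the other parental library were compared with those missing from 1 SAP30-KO1 library, and no p-value was given for it because regions are not replicates. The genes named were fixed in advance as those the study followed by expression or at promoters, with SAP30 itself. By a rule also fixed in advance, at most 3 lost and 3 gained regions were named for each of Pol II, H3K4me3 and H3K9Ac. They were those with the best mean rank in the lists that held them.

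For the named genes, the rank of the best peak within 1000 bp of a start site was taken in each list, and its mean change was set beside that of all protein-coding genes with such a peak in all 4 libraries. A rank depends on the other peaks of its list. For chromosome arms, regions present in all 4 libraries of a mark were ranked among themselves in each list from 0% (best) to 100%, and the change was the mean rank in the SAP30-KO1 lists minus that in the parental lists. Arms were split at the longest gap of the assembly, and arms with at least 50 such regions and stretches of 5 Mb with at least 15 were used.

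Alternatives were a stricter choice of peaks by rank, regions of either replicate, lists limited to equal length, an overlap of at least 50%, promoter windows of 500 and 3000 bp, H3K4me3 or protein-coding start sites in place of all start sites, covered length or merged regions in place of the number of peaks, stratification by rank, the replicate number as a block, each replicate left out in turn, and the long arm of chromosome 11 left out. The merging and the loss counts were tested on simulated lists. With 1200 of 19483 simulated sites lost, 95.6% of the simulated losses were recovered and at most 7 regions were called in a crossed split. The simulated sites had a single summit each, lay far apart and dropped out at random whatever their strength. The real lists differed, with at least 73 regions in a crossed split, so the simulation tests the counting and not the recovery of real losses. A simulated overlap of 90% was found as 90.2%, and an arm simulated with weaker scores ranked 1 of all arms. Analyses were run in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.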

Results

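Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was carried out in MDA-MB-231 cells, an established triple-negative breast cancer line, to ask where SAP30, a subunit of the SIN3 corepressor complex, sits on the genome and what its knockout changes. SAP30 and the scaffold proteins SIN3A and SIN3B were profiled in parental cells. RNA polymerase II (Pol II) and the histone marks H3K4me3 and H3K9Ac, which are found at active promoters and, for H3K9Ac, also at enhancers, were profiled in parental cells and in the SAP30-KO1 knockout line. Each of these 9 groups held 2 replicate libraries, and each of the 18 libraries had its own list of peak summits. A summit is the base at which the authors' peak caller placed the top of a peak, and it carries the authors' score, the −log10 of a q-value. The sequencing depth of the libraries is unknown, so no value below has an interval that would need it. A score was used only to rank peaks within its own list, with 2 exceptions. These are 1 alternative that applied a common score to 4 lists, and median scores given among the other observations. Of the 30 samples in the series, 12 were input or total histone H3 libraries and were not analysed here.

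The lists held between 10861 and 54622 peaks. SAP30 had 35004 ± 4.24 peaks (mean ± SD, n = 2), SIN3A had 10988 ± 180 (n = 2) and SIN3B had 24303 ± 2835 (n = 2). Replicates were compared by the distance between summits. Between 76.1% and 93.9% of the summits of a library had a summit of the other replicate within 1000 bp, while only 0.243% to 1.24% fell on the identical base, so no list was a copy of its replicate. The lowest share belonged to SIN3B replicate 1 and the highest to H3K4me3 SAP30-KO1 replicate 1. The median distance from a summit to the nearest one of the other replicate was, by library, between 36 bp and 251 bp. Summits were joined into a region where they lay within 1000 bp of each other, and a region with a summit in both replicates was called a consensus region. There were 24796 consensus regions for SAP30, 6035 for SIN3A and 12864 for SIN3B.

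**Figure D1:**
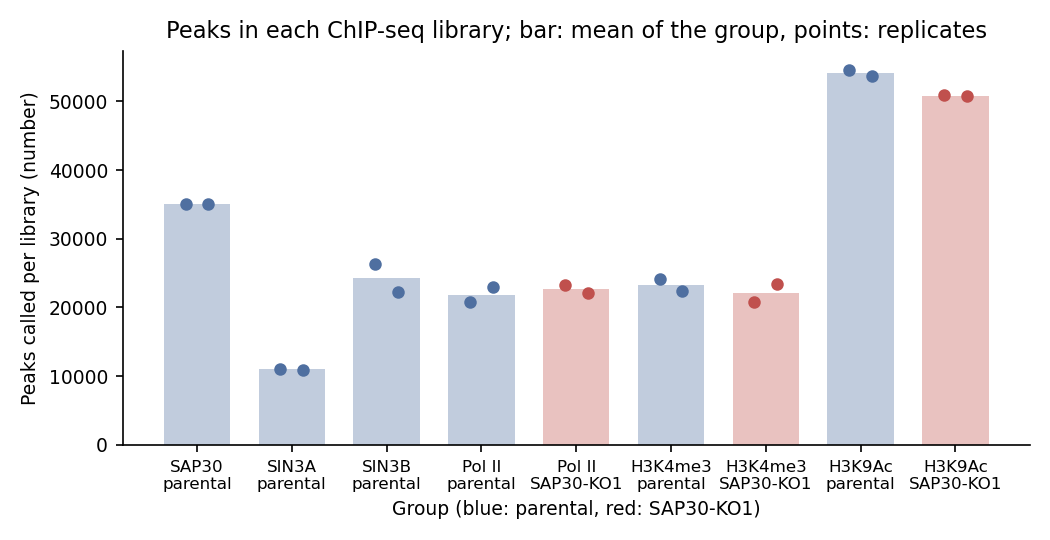
Number of peaks (vertical axis) in each of the 18 libraries by group (horizontal axis), with points for replicates and bars for group means; blue is parental and red is SAP30-KO1. Both H3K9Ac SAP30-KO1 libraries, with 50862 and 50807 peaks, lie below both parental libraries, with 54622 and 53651, while the Pol II and H3K4me3 libraries of the 2 lines overlap.

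The study compared the genomic distribution of the 3 proteins. A region was assigned to a promoter where its summits reached within 1000 bp of an annotated transcription start site of a protein-coding or long noncoding RNA gene, windows that together cover 2.97% of the genome. Promoters held 53.0% of the SAP30 consensus regions, 93.6% of those of SIN3A and 79.6% of those of SIN3B. In single replicates, where weak peaks seen once are counted too, the shares were 44.5% and 47.8% for SAP30, 89.6% and 89.4% for SIN3A, and 61.3% and 69.9% for SIN3B. The order of the 3 proteins was the same in each replicate, and the gaps between them exceeded the spread between replicates. The 3 sets differed in size, however, and the shares were not compared at equal list length. In the best-ranked decile of SAP30 regions 95.5% were at promoters, and in the next 93.4%, close to the SIN3A share. A longer list that reaches weaker peaks may thus account for part of the order, which replicates cannot show. Keeping only the better-ranked 50% of each list moved the SAP30 share most, to 75.4%. Outside promoters, introns held 30.0% of the SAP30 regions and intergenic sequence held 14.2%. For SIN3A these shares were 4.09% and 1.64%, and for SIN3B they were 13.0% and 5.87%. H3K4me3, measured in the same way, had 73.3% of its parental consensus regions at promoters, and H3K9Ac had 44.1%.

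**Figure D2:**
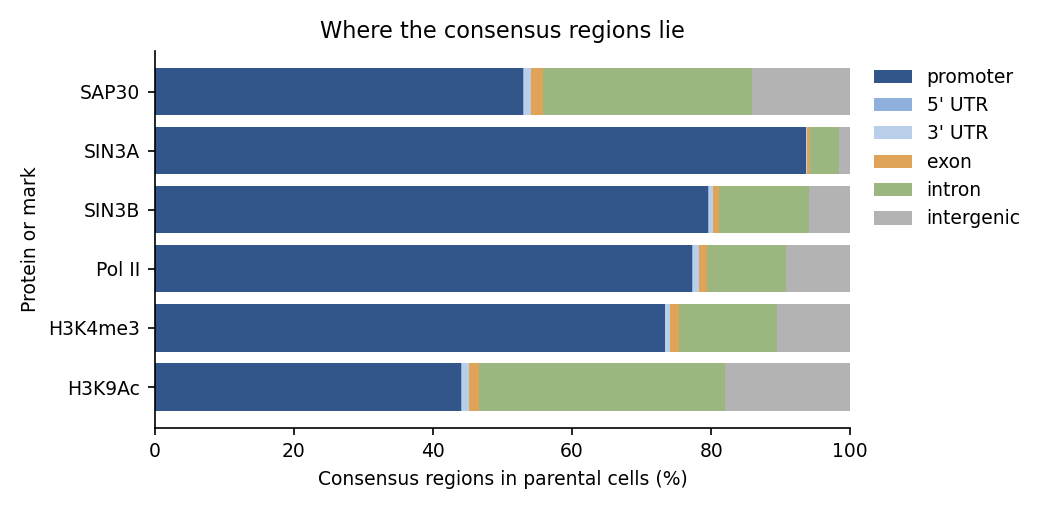
Share of parental consensus regions (horizontal axis, percent) in each annotation class for the 6 proteins or marks (vertical axis), where each region is counted in 1 class with promoters taking precedence. SIN3A has the highest promoter share, 93.6%, and H3K9Ac the lowest, 44.1%.

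Whether SAP30 and the SIN3 scaffold proteins share binding sites was examined by overlap of at least 1 bp between consensus regions extended by 500 bp at each end. Of the 6035 SIN3A regions, 5876 (97.4%) overlapped a SAP30 region. When the SAP30 regions were placed at random within their chromosomes 100 times, the share averaged 2.65% and reached at most 3.07%. Of the 12864 SIN3B regions, 12345 (96.0%) overlapped SAP30, against at most 3.36% for shuffled placements. The overlap was lower from the side of SAP30. SIN3A was present at 24.3% of the 24796 SAP30 regions and SIN3B at 51.5%. Compared within single replicates, the SIN3A overlap with SAP30 was 96.2% and 97.0%, and the SIN3B overlap was 88.2% and 91.1%. The SAP30 overlap with SIN3A was 25.3% and 26.9% in single replicates, and with SIN3B it was 55.0% and 51.5%. The alternative that moved the first of these shares most was a shorter extension of 100 bp, with which 69.9% of the SIN3A regions overlapped SAP30. Limiting all 6 lists to the length of the shortest raised the share of SAP30 regions with SIN3A to 59.7%.

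Promoters are shared by many proteins, so the overlap was also examined against the 18303 parental H3K4me3 consensus regions. SIN3A was present at 37.0% of the H3K4me3 regions with SAP30 and at 5.41% of those without it, an odds ratio of 10.3 (95% confidence interval 8.75 to 12.1, exact conditional). SIN3B was present at 71.2% of those with SAP30 and 13.6% of those without, an odds ratio of 15.7 (14.1 to 17.5). These intervals cover counting error only, since regions are not replicates. Of the H3K4me3 regions 73.3% were at promoters, and the odds ratios were not stratified by place or by peak rank. Differences in promoter share or peak strength between regions with and without SAP30 may therefore contribute to them. When the regions of the 3 proteins were merged, 5651 of 24453 held all 3 proteins, and 95.9% of these were at promoters. A further 6384 held SAP30 and SIN3B, with 70.1% at promoters. SAP30 was present without either SIN3 protein at 11781 regions, of which 25.0% were at promoters. SIN3A without SAP30 and SIN3B was present at 19 regions.

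The SIN3A and SIN3B shares followed the rank of the SAP30 peak. In the decile of SAP30 regions with the best ranks, 96.3% overlapped SIN3A and 98.1% overlapped SIN3B, and 95.5% were at promoters. In the fifth decile the SIN3A share was 3.75% while the SIN3B share was 58.9%. In the last decile 1.21% overlapped SIN3A, 9.07% overlapped SIN3B and 14.2% were at promoters. Of the 11664 SAP30 regions away from promoters, 68.5% overlapped an H3K9Ac region and 25.8% an H3K4me3 region, compared with 93.7% and 93.2% of those at promoters.

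**Figure D3:**
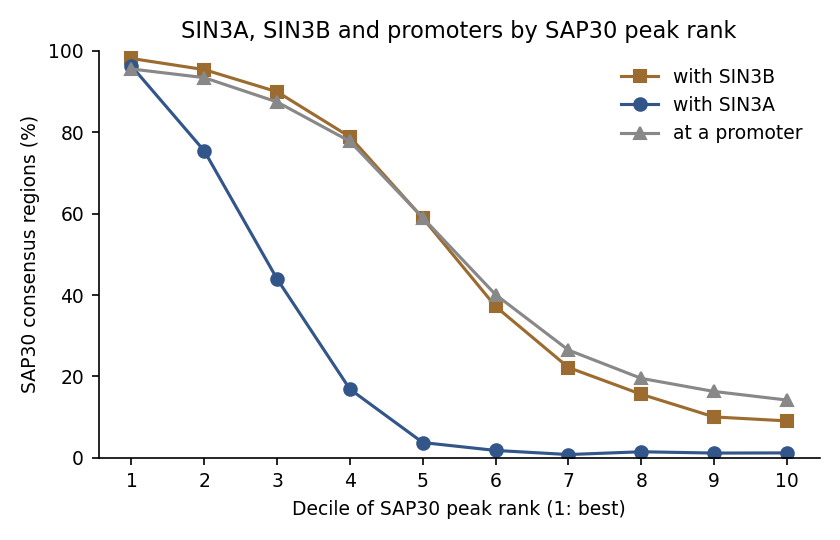
Share of SAP30 consensus regions (vertical axis, percent) that overlap SIN3A, overlap SIN3B or lie at a promoter, by decile of the mean SAP30 peak rank in the 2 lists (horizontal axis, 1 is the best-ranked decile). The SIN3A line falls from 96.3% to 3.75% by the fifth decile, earlier than the SIN3B line, which is at 58.9% there.

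Knockout was compared with the parental line for Pol II, H3K4me3 and H3K9Ac. At the promoter of SAP30 itself (gene on chromosome 4, 174291120 to 174298683, GRCh37), a peak of each of the 3 was present in all parental and all SAP30-KO1 libraries. Peak lists do not show whether the edited gene makes protein, so the knockout could not be checked from them. Pol II had 21869 ± 1602 peaks in parental cells and 22733 ± 862 in SAP30-KO1 cells (SD, n = 2 each), a ratio of 1.04 (exact permutation test, two-sided, p = 0.667). H3K4me3 had 23236 ± 1192 and 22043 ± 1849 peaks, a ratio of 0.949 (exact permutation p = 0.667, n = 2 each). H3K9Ac had 54137 ± 687 and 50835 ± 38.9 peaks, a ratio of 0.939 (exact permutation p = 0.33, n = 2 each), and both SAP30-KO1 libraries lay below both parental libraries. With 2 libraries against 2, 0.33 is the smallest p this test can give, so none of the 3 differences can be called significant. The direction of the Pol II ratio depended on what was counted. It was 0.863 for merged regions in place of summits and 0.651 for peaks above a stricter score taken over the 4 lists together, and without parental replicate 1 it was 0.988. The H3K4me3 ratio was 1.005 without SAP30-KO1 replicate 1. In merged regions, both SAP30-KO1 libraries lay below both parental libraries for all 3 marks, with H3K4me3 at 18299 and 18844 against 20224 and 20031, and H3K9Ac at 37741 and 39630 against 41338 and 39801.

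A region was called lost when it had a summit in both parental libraries and in neither SAP30-KO1 library, and gained in the reverse case. The same count was made for the 4 crossed splits, which put 1 parental and 1 SAP30-KO1 library on each side and show what disagreement between replicates gives. For Pol II, 1267 regions were lost and 108 gained, against 73 to 474 in the crossed splits. For H3K4me3, 1131 were lost and 210 gained, against 136 to 294. For H3K9Ac, 1551 were lost and 1102 gained, against 704 to 1128. Losses exceeded every crossed split for all 3, while gains were inside the crossed range for all 3. The losses were 8.61% of the Pol II, 6.22% of the H3K4me3 and 5.18% of the H3K9Ac regions present in both parental libraries. They came from the lower ranks of the parental lists. Restricting the lists that had the region to their better-ranked 50% left 21 Pol II losses against 28 gains, 4 H3K4me3 losses against 13 gains and 79 H3K9Ac losses against 46 gains. The crossed splits made in this way gave at most 1 region for Pol II, 30 for H3K4me3 and 106 for H3K9Ac. With summits extended by 1000 bp as well, there were 20 Pol II losses and 1 gain (crossed at most 1), 34 H3K9Ac losses and 13 gains (crossed 4 to 13), and 1 H3K4me3 loss and 2 gains (crossed at most 6). At this rank and extension, losses thus exceeded the crossed splits for Pol II and H3K9Ac. With all 4 lists at the length of the shortest, H3K9Ac had fewer losses than gains, 1240 against 1344.

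**Figure D4:**
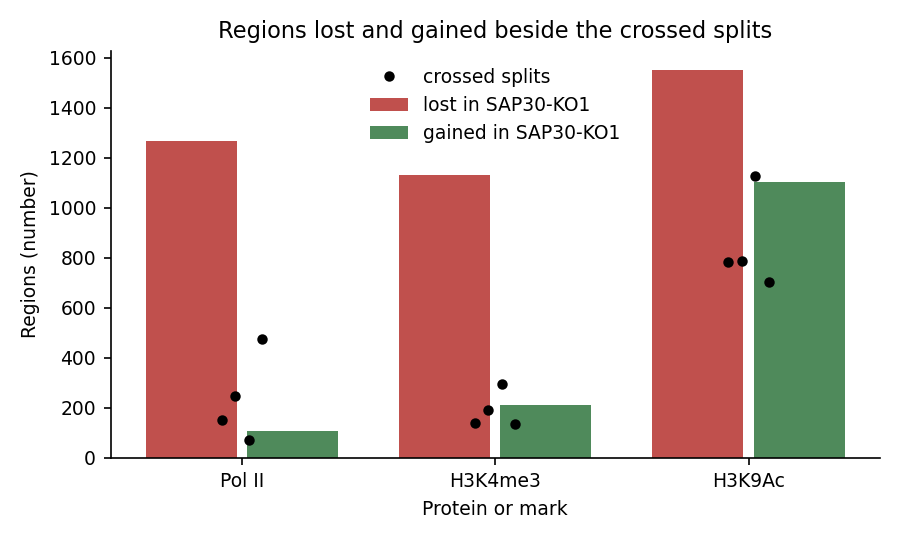
Number of regions (vertical axis) lost and gained in SAP30-KO1 for Pol II, H3K4me3 and H3K9Ac (horizontal axis), with points for the 4 crossed splits of the same libraries. The bars for lost regions, 1267, 1131 and 1551, stand above all crossed splits of their mark, and the bars for gained regions do not.

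Among 20098 protein-coding genes, 12298 had a SAP30 peak at a promoter in both replicates, and 6067 had SAP30, SIN3A and SIN3B together. A Pol II promoter peak was lost at 270 genes and gained at 27, against 7 to 86 in the crossed splits, and 236 of the 270 had SAP30. An H3K4me3 promoter peak was lost at 184 genes and gained at 21 (crossed 12 to 21), and 45 of the 184 had SAP30. An H3K9Ac promoter peak was lost at 85 genes and gained at 66 (crossed 23 to 46), and 46 of the 85 had SAP30. A Pol II promoter peak was present in all 4 libraries at 10706 genes.

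Whether loss concentrated at SAP30-bound regions was examined among parental consensus regions. Of the 13811 Pol II regions with SAP30, 6.49% were lost, compared with 28.8% of the 1286 regions without it, an odds ratio of 0.171 (95% confidence interval 0.149 to 0.197, counting error only). For H3K4me3, 2.39% of 15218 bound and 24.9% of 3085 unbound regions were lost, an odds ratio of 0.0737 (0.0644 to 0.0843). For H3K9Ac, 1.80% of 20847 bound and 11.4% of 10341 unbound regions were lost, an odds ratio of 0.143 (0.126 to 0.161). Loss was less frequent at bound regions for all 3. Peaks of 1 parental library that were missing from 1 other library gave a comparison of like with like. For Pol II, the odds ratio of parental replicate 1 was 0.123 against the other parental library and 0.161 and 0.177 against the SAP30-KO1 libraries, and that of replicate 2 was 0.129 against 0.148 and 0.158. For H3K4me3 these values were 0.181 against 0.107 and 0.106, and 0.122 against 0.0864 and 0.0900. For H3K9Ac they were 0.146 against 0.148 and 0.161, and 0.173 against 0.155 and 0.174. The odds ratio was thus also far below 1 between parental replicates, where no knockout is involved. The values against SAP30-KO1 were higher for Pol II and lower for H3K4me3, and those for H3K9Ac were not separated. Stratifying by decile of parental rank moved the odds ratios most, to 0.661 for Pol II, 0.434 for H3K4me3 and 0.596 for H3K9Ac.

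The regions named next are those with the best mean rank among the lost and gained, by a rule set in advance. All coordinates are of GRCh37. The best-ranked lost Pol II region was at the promoter of GFPT2 (chromosome 5, summits at 179780290 and 179780291, 46 bp from the start site), which was bound by SAP30. Its summits ranked at 27.4% and 16.7% of the parental lists, where 0 is best, and the nearest summits in the SAP30-KO1 libraries were 61073 bp and 61007 bp away. The other lost Pol II regions named by the rule were in an intron on chromosome 19 (5309157 to 5309215) and in an intron on chromosome X (124288789 to 124288824) whose nearest start site was that of TENM1, 49355 bp away. The nearest SAP30-KO1 summits were at least 15915 bp and 937080 bp away from these regions. The best-ranked gained Pol II regions were in an intron on chromosome 1 (11969726 to 11969805), at the promoter of H2BC3 on chromosome 6 (26043666 to 26044212) and in a 3' UTR near CCN1 on chromosome 1 (86047734 to 86050554), and each had a parental summit 1188 bp to 1538 bp away. The named regions of the histone marks also had neighbouring summits in both libraries of the other line, 1013 bp to 1343 bp away except at PLEC, where they were 3049 bp and 3078 bp away. A lost H3K4me3 region at the promoter of ARID1A on chromosome 1 (27022644 to 27022693) and a gained one (27023888 to 27023899) were at the same gene. The same was seen for H3K9Ac at JAG1 on chromosome 20, lost at 10654034 to 10654113 and gained at 10655346 to 10655369, and at IGF2BP2 on chromosome 3, lost in an intron at 185541505 to 185541508 and gained at the promoter at 185542521 to 185542563. The other lost H3K4me3 regions named were at the promoters of EEF1AKMT4-ECE2 on chromosome 3 (183967668 to 183967691) and PLEC on chromosome 8 (145016600 to 145016619). The other gained ones were at the promoters of DCUN1D4 on chromosome 4 (52710606 to 52710629) and RAB40C on chromosome 16 (638985 to 638990). For H3K9Ac, the remaining lost region was at the promoter of RPL28 on chromosome 19 (55896509 to 55896512), and the remaining gained region was at the promoter of a long noncoding RNA gene on chromosome 20 (19738378 to 19738406).

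Peaks were then examined at genes the study followed, within 1000 bp of a start site. The genes described as coactivated by SAP30 were PDGFB, PDGFD, CLDN1, RDX, ADM2 and NOTCH3, and those described as corepressed were ARTN, IPO13 and HSPA6. SAP30 peaks were present in both libraries at each of these except PDGFB, which had a SAP30 peak in 1 of 2. SIN3A peaks were present in both libraries at RDX and IPO13, and in neither at the other 7 genes. SIN3B peaks were present in both libraries at RDX, IPO13 and HSPA6, in 1 of 2 at CLDN1 and ARTN, and in neither at PDGFB, PDGFD, ADM2 and NOTCH3. A missing peak does not show that a protein is absent, because peaks below the significance limit are not in the lists. The SIN3A lists were also the shortest of all. By ChIP followed by quantitative PCR, the study found both SIN3A and SIN3B enriched at PDGFD, CLDN1, RDX and ADM2. A Pol II peak at PDGFD (chromosome 11, 103777917 to 104035107) was present in both parental libraries, at ranks of 75.4% and 52.7%, and in neither SAP30-KO1 library. At PDGFB (chromosome 22, 39619364 to 39640987) and ADM2 (chromosome 22, 50919972 to 50924869) a Pol II peak was present in 1 of 2 parental libraries and in no SAP30-KO1 library, so the parental replicates already differed there. RDX (chromosome 11, 109735021 to 110167437), ARTN (chromosome 1, 44398992 to 44402912) and IPO13 (chromosome 1, 44412622 to 44433694) had a Pol II peak in all 4 libraries. CLDN1 (chromosome 3, 190023496 to 190040235), NOTCH3 (chromosome 19, 15269849 to 15311806) and HSPA6 (chromosome 1, 161494330 to 161496684) had none in any. The rank of the Pol II peak at RDX was 5.34% and 17.2% in the parental lists and 30.3% and 29.5% in the SAP30-KO1 lists. The Pol II ranks at the corepressed genes ARTN and IPO13 were better in SAP30-KO1, moving from 61.6% and 59.3% to 50.4% and 40.5% at ARTN and from 19.7% and 12.6% to 4.57% and 2.26% at IPO13. H3K4me3 peaks were present in all 4 libraries at each gene except PDGFB, where 1 parental library lacked one. H3K9Ac peaks were present in all 4 libraries at 7 of these 9 genes. PDGFB had one in 1 parental library and in no SAP30-KO1 library, and ADM2 had one in both parental libraries and in 1 of 2 SAP30-KO1 libraries. Widening the window to 3000 bp raised the number of peaks over all libraries and the 10 genes, SAP30 included, from 130 to 134. All 4 added peaks were at PDGFB, which then had SAP30 in both libraries, H3K4me3 in all 4, and H3K9Ac in both parental libraries and 1 of 2 SAP30-KO1 libraries, so its exceptions for these depended on the window.

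The ranks of these histone mark peaks also differed between the lines. For H3K4me3, both SAP30-KO1 libraries ranked below both parental libraries at 4 of the 6 coactivated genes. The rank moved from 33.2% and 33.9% to 58.2% and 49.8% at CLDN1, from 55.6% and 52.6% to 74.3% and 72.9% at ADM2, from 46.1% and 49.0% to 62.7% and 59.1% at PDGFD, and from 56.1% and 56.1% to 68.4% and 67.0% at NOTCH3. PDGFB was not among them because 1 parental library lacked a peak within 1000 bp. Within 3000 bp its rank was also lower in both SAP30-KO1 libraries, moving from 61.4% and 68.2% to 77.7% and 86.4%. At RDX, IPO13 and HSPA6 the libraries of the lines overlapped. At ARTN the H3K4me3 rank was better in SAP30-KO1, moving from 52.0% and 51.8% to 47.0% and 40.3%. For H3K9Ac, ranks were lower in both SAP30-KO1 libraries at CLDN1, from 37.6% and 36.2% to 66.4% and 66.4%, and at RDX, from 5.19% and 0.715% to 14.2% and 6.84%. They were better at ARTN, from 24.6% and 26.7% to 9.13% and 6.96%, and at HSPA6, from 40.02% and 40.7% to 31.5% and 28.3%, and overlapped at PDGFD, NOTCH3 and IPO13. Such separation was frequent. Among the protein-coding genes with a promoter peak in all 4 libraries, both SAP30-KO1 libraries ranked below both parental libraries at 24.2% of 10706 for Pol II, 28.1% of 12531 for H3K4me3 and 22.1% of 12048 for H3K9Ac, and above both at 15.5%, 11.5% and 16.4%. A fall in the mean H3K4me3 rank as large as that of CLDN1 was found at 0.958% of genes, as that of ADM2 at 1.17%, as that of PDGFD at 5.74% and as that of NOTCH3 at 8.64%. A fall in the H3K9Ac rank as large as that of CLDN1 was found at 0.365%, and as that of RDX at 7.15%, while a rise as large as that of ARTN was found at 0.988% and as that of HSPA6 at 2.72%. A rise in the H3K4me3 rank as large as that of ARTN was found at 9.52%. For Pol II, a fall as large as that of RDX was found at 9.06%, and a rise as large as that of ARTN at 4.58% and as that of IPO13 at 6.62%. These shares describe the 4 libraries of each mark and are no test between the lines. They were computed after the ranks were seen.

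PDGFD and RDX lie on the long arm of chromosome 11, an arm singled out after its values were seen, because peaks there ranked lower in the SAP30-KO1 lists as a whole. Among the 404 Pol II regions on this arm that were present in all 4 libraries, the median rank was 41.8% and 38.5% in the parental lists and 55.4% and 58.4% in the SAP30-KO1 lists. On the short arm, with 215 such regions, it was 40.5% and 41.3% in the parental lists and 44.8% and 39.0% in the SAP30-KO1 lists. Pol II was lost at 12.2% of the 539 parental regions of the long arm, compared with 8.49% of 271 on the short arm and 8.48% of 13897 on the other chromosomes. For H3K4me3 the median rank on the long arm moved from 41.6% and 42.5% to 50.95% and 52.4%, and for H3K9Ac from 38.9% and 39.9% to 47.3% and 46.8%. The missing Pol II peak at PDGFD thus lay on an arm with more losses than elsewhere.

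**Figure D5:**
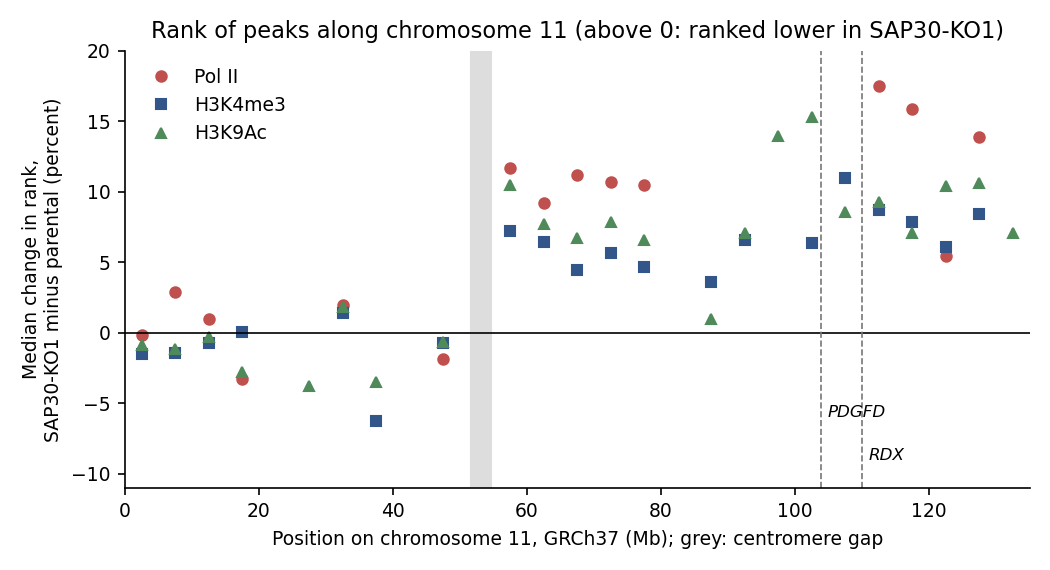
Median change in peak rank (vertical axis, percent of the regions present in all 4 libraries, SAP30-KO1 minus parental, above 0 is lower-ranked in SAP30-KO1) in stretches of 5 Mb along chromosome 11 (horizontal axis, Mb) for Pol II, H3K4me3 and H3K9Ac. Each stretch of the long arm lies above 0 for each of the 3, with the highest at 17.5 for Pol II, while the short arm lies between -6.29 and 2.92.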

Values the study reported

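The study reported that 50% of the SAP30 ChIP-Seq peaks overlapped with SIN3A peaks in MDA-MB-231 cells.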

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

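The test in this part was set before its result was seen. Peaks on the mitochondrial genome were set aside from all comparisons, and they were present in 4 of the 18 libraries. SAP30 replicate 1 had 10, SAP30 replicate 2 had 16 and H3K4me3 SAP30-KO1 replicate 1 had 5, all above the 3 that a count of 0 would allow, while H3K4me3 SAP30-KO1 replicate 2 had 1 and the other 14 libraries had none. What drew attention to them is that they lie in data the comparisons do not use. The mitochondrial genome has many copies per cell and no histones, so its reads are a usual background of ChIP-seq. The SAP30 peaks ranked between 41.6% and 88.6% of their lists, and those of H3K4me3 SAP30-KO1 replicate 1 between 91.4% and 98.6%. Summits placed at random were argued against. The median distance from a summit of SAP30 replicate 1 to the nearest of replicate 2 was 32.5 bp, compared with a median of 275 bp after random rotation of 1 list along the circular genome (10000 rotations, one-sided permutation p = 0.0033). A recurrent position does not tell binding from uneven coverage of mitochondrial DNA that recurs between libraries, and the control libraries that would separate them were not analysed here. No biological explanation was tested.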

How the results depend on the processing

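The alternatives below were fixed before the data were examined, except the other summit extensions, the protein-coding start sites, the merged regions in place of summits and the omission of the long arm of chromosome 11, which were chosen after the data were seen. Of 204 values under alternatives, 74 stayed within the spread between replicates, the interval of the result or 1.5 times its count, 125 moved further, and 5 changed direction. The cause of a move was not tested unless given.

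The 5 direction changes were in the Pol II and H3K4me3 peak number ratios. Settings in which losses no longer exceeded gains are given with those counts below. The Pol II ratio of SAP30-KO1 to parental was 0.651 for peaks above the score that the upper 50% of the 4 lists together reaches, 0.931 for covered length and 0.863 for merged regions in place of summits, and from 0.988 to 1.10 across the 4 values that each left out 1 replicate, below 1 only without parental replicate 1. The H3K4me3 ratio was from 0.892 to 1.005 when leaving out 1 replicate, above 1 only without SAP30-KO1 replicate 1, and it was 0.939 for peaks above the common score, 0.941 for covered length and 0.923 for merged regions. The H3K9Ac ratio stayed below 1 throughout, at 0.999 for peaks above the common score and 0.954 for merged regions.

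The share of SIN3A regions overlapping SAP30 was 91.4% with an overlap of at least 50% of the region, 98.2% for regions of either replicate, 94.0% with lists limited to the shortest of the 6, and 69.9%, 87.7% and 99.6% with summits extended by 100, 250 and 1000 bp. In the same order, SAP30 regions overlapping SIN3A were 22.4%, 28.9%, 59.7%, 18.7%, 21.3% and 26.3%, and 19.7% for the better-ranked 50% of each list. SIN3B regions overlapping SAP30 were 81.9%, 91.2%, 83.0%, 58.5%, 80.0% and 98.7%, and SAP30 regions overlapping SIN3B were 48.7%, 57.2% and 64.9% for the first settings and 29.1% and 44.9% for 100 and 250 bp. Leaving out 1 replicate gave from 95.5% to 98.7%, from 19.7% to 31.3%, from 85.3% to 97.4% and from 43.4% to 64.3% for these shares. By construction, a shorter extension joins only closer summits. In every setting the share of SIN3A or SIN3B regions with SAP30 exceeded the share of SAP30 regions with that protein.

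SAP30 regions at promoters were 49.8% and 61.0% with windows of 500 and 3000 bp, 61.5% by overlap with H3K4me3, 75.4% for the better-ranked 50% of each list, 42.3% for regions of either replicate, 47.4% for protein-coding start sites, 49.6% and 55.8% with summits extended by 100 and 1000 bp, and from 44.5% to 47.8% without 1 replicate. For SIN3A the first 6 of these were 91.9%, 95.6%, 94.8%, 94.97%, 87.8% and 90.3%, the 3 extensions gave 92.9%, 93.1% and 94.6%, and leaving out 1 replicate gave from 89.4% to 89.6%. SIN3B had 86.3% by H3K4me3, 90.8% for the better-ranked 50%, 58.9% for either replicate, and from 61.3% to 69.9% without 1 replicate. SIN3A had the highest share and SAP30 the lowest in every setting that was applied to all 3. Lists of equal length were not among these settings, so a part of the order that goes with list length stays open.

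Among regions lost and gained, restricting the lists that have the region to their better-ranked 50% left 21 lost and 28 gained for Pol II, 4 and 13 for H3K4me3, and 79 and 46 for H3K9Ac, so losses no longer exceeded gains for Pol II and H3K4me3. Joining only windows covered by at least 50% gave 499 Pol II and 513 H3K4me3 gains, and 2858 losses and 2063 gains for H3K9Ac. Extending summits by 100 bp gave 1904 Pol II gains, 807 H3K4me3 gains, 3671 H3K9Ac losses and 2876 H3K9Ac gains, and 1000 bp gave 65 Pol II and 106 H3K4me3 gains. By construction, shorter windows count a moved summit as a loss and a gain. Pol II losses no longer exceeded gains at 100 bp, with 1900 losses. Lists limited to the shortest of the 4 gave 675 H3K4me3 losses, and 1240 H3K9Ac losses against 1344 gains, so the H3K9Ac excess of losses turned round. Leaving out 1 replicate gave from 1818 to 3418 Pol II losses and from 184 to 1573 gains, from 1588 to 2116 H3K4me3 losses and from 378 to 1024 gains, and from 2737 to 5441 H3K9Ac losses and from 2167 to 4129 gains, higher because 1 list then decides what both had to show, which tilts losses against gains by construction. H3K9Ac losses were below gains without SAP30-KO1 replicate 1, at 2737 against 4129, and without SAP30-KO1 replicate 2, at 3398 against 3544. Without the long arm of chromosome 11 there were 1201 Pol II, 1078 H3K4me3 and 1459 H3K9Ac losses, within 1.5 times the reported counts.

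The loss odds ratio stayed below 1 in every setting. Stratified by decile of parental rank it was 0.661 for Pol II, 0.434 for H3K4me3 and 0.596 for H3K9Ac, nearer to 1 for each. At promoters it was 0.223, 0.0338 and 0.0647. With summits extended by 100, 250 and 1000 bp it was 0.465, 0.300 and 0.0994 for Pol II, 0.243, 0.139 and 0.0548 for H3K4me3, and 0.284, 0.247 and 0.113 for H3K9Ac. Leaving out 1 replicate gave from 0.152 to 0.199, from 0.0762 to 0.104 and from 0.127 to 0.185.

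The replicate numbers did not pair the libraries. The correlation between the replicate differences of the parental and the SAP30-KO1 lists was -0.0085 for Pol II, -0.032 for H3K4me3 and -0.018 for H3K9Ac. With the replicate number as a block the peak number ratios were 1.04, 0.948 and 0.939, and the loss odds ratios were 0.159, 0.0981 and 0.160. The unknown depth of the libraries limits all counts of lost and gained regions, since a weak peak can fall below the threshold in a shallower library.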

Other observations

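All tests on the long arm of chromosome 11, those with summits extended by 1000 bp, and those of peak rank among the lost regions, of the better-ranked Pol II losses and of summits per region were chosen after the data or the result were seen, as was the reading of which SAP30 regions outnumber the others at equal list length, while the test of a full overlap at that length and that of AP-1 sites were set before.

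The long arm of chromosome 11 ranked lower in SAP30-KO1. Among 41 chromosome arms, it had the largest change toward lower ranks for all 3 marks, with a median of 10.9 rank percent for Pol II (404 regions), 6.21 for H3K4me3 (557 regions) and 7.84 for H3K9Ac (806 regions). Disagreement between replicates is argued against, because over the crossed contrasts of the 3 marks no arm moved by more than 2.48. The highest change of another arm was 5.61, for 16q in Pol II, while for H3K4me3 and H3K9Ac it was 3.28 and 1.81. These values do not test a difference in depth or enrichment between the groups of libraries. Regions were ranked within each list, so a change common to all arms would cancel. Loss of SAP30 from its own sites is argued against as the whole cause, because the 161 H3K9Ac regions on the arm without SAP30 moved by 6.32, more than such regions on any of the other arms with enough of them (at most 1.94), and the 645 with SAP30 moved by 8.18. In H3K4me3 the 40 regions without SAP30 moved by 2.27 and the 517 with it by 6.83, so a part that goes with SAP30 stays open. Fewer copies of the arm in the SAP30-KO1 line is a candidate explanation. In H3K9Ac 15 of 15 stretches of 5 Mb along the arm moved above the median of the genome, as did 13 of 13 in H3K4me3 and 9 of 9 in Pol II, while on the short arm 1 of 8 in H3K9Ac, 2 of 7 in H3K4me3 and 4 of 6 in Pol II did. Stretches with fewer than 15 regions were not counted, which left Pol II without a stretch at PDGFD. Copy number itself was not measured, since the input libraries were not analysed here, and the knockout line is described as a mixture of clones, so a loss would have to be common among them. An effect of the knockout on a whole arm stays open and was not tested. Other arms also moved beyond the crossed contrasts. The long arm of chromosome X changed by -8.80 in Pol II and -4.26 in H3K4me3, toward better ranks. PDGFD and RDX lie on the long arm of chromosome 11, so its copy number in the knockout line bears on both.

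More Pol II regions were lost than gained. Summits that moved by little more than the joining distance are argued against as the whole cause, since 1084 regions were still lost with summits extended by 1000 bp (crossed splits at most 413). The same holds for H3K4me3, with 991 lost (at most 107), and for H3K9Ac, with 1074 lost (at most 844). Weaker enrichment in both SAP30-KO1 libraries is a candidate explanation of the excess of losses. Of the lost Pol II regions 92.3% lay in the lower 50% of both parental lists, against 23.8% of all Pol II regions present in both, and of the lost H3K4me3 regions 99.3% did, against 36.7%. The 2 marks differed in their median scores, which were read after the losses were seen. For Pol II these were 7.21 and 5.80 in SAP30-KO1 against 14.0 and 15.5 in parental lists. For H3K4me3 they overlapped, at 168 and 85.9 against 98.2 and 157, so lower scores in both SAP30-KO1 lists were not seen there. A knockout effect that is larger at weak peaks would give the same picture. Scores depend on depth too, and neither depth nor enrichment can be read from the lists.

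The peak numbers hide part of this. The Pol II lists of SAP30-KO1 had 1.45 and 1.505 summits per merged region, compared with 1.23 and 1.22 in the parental lists. In merged regions they held 16089 and 14699, below both parental lists with 16830 and 18866, a ratio of 0.863 where the ratio of peaks was 1.04. More summits called per region in the SAP30-KO1 lists may therefore mask a lower number of regions. Whether this comes from lower or broader enrichment was not tested.

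Pol II losses among the better-ranked 50% of the parental lists were few. There were 21, against at most 1 in the crossed splits. Weaker enrichment in both SAP30-KO1 libraries and an effect at these regions cannot be told apart, because a weakening common to both libraries cancels in the crossed splits. With summits extended by 1000 bp 20 were still lost, which argues against summit shifts, while the gains fell from 28 to 1. H3K9Ac also had 34 losses in this setting, against at most 13 in the crossed splits. Of the 20 Pol II regions, 17 had SAP30, 12 were at promoters, and 15 had H3K9Ac in both parental and both SAP30-KO1 libraries. Most ranked close to the limit of the better-ranked 50%, and GFPT2, at 27.4% and 16.7%, was the best ranked. With 1 knockout line, an effect of SAP30 loss and a difference that the line acquired in culture were not separated.

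SAP30 regions without SIN3A outnumbered those with it. The SIN3A lists are shorter than the SAP30 lists, and with all 6 lists at the length of the shortest, 59.7% of the SAP30 regions overlapped SIN3A. At that length the regions with SIN3A outnumbered those without, so the shorter SIN3A lists are a candidate explanation of the larger number without it. The lists were then equal in summits, but not in consensus regions. At that length 94.0% of the SIN3A regions overlapped SAP30, so the SIN3A set was still the smaller one. Whether its size accounts for the regions that still lacked SIN3A was therefore not settled. For those, a weaker SIN3A enrichment and an absence of SIN3A stay open and were not tested, since the antibodies differ and the depth is unknown. The share of SAP30 regions overlapping SIN3A here was 24.3%. That is lower than the value quoted from the study above.

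SAP30 summits away from promoters carried sites of AP-1 proteins, a family of transcription factors that bind the sequence TGA[CG]TCA. Within 50 bp of such summits an AP-1 site was present at 15.95% of 19699 in replicate 1 and 15.4% of 18254 in replicate 2, compared with 1.83% and 1.86% in windows 1000 bp to either side. At promoter summits it was present at 2.23% and 2.34%. Summits away from promoters without SIN3A or SIN3B had the site at 17.6% and 17.4%, and those with either had it at 14.0% and 13.5%. This is consistent with SAP30 signal at AP-1 sites, with or without the SIN3 proteins. AP-1 binding itself was not measured. Whether it reflects SAP30 itself or the general openness of these sites in ChIP was not tested.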
